# Altered Glutamate Receptor Ionotropic Delta Subunit 2 Expression in Stau2-Deficient Cerebellar Purkinje Cells in the Adult Brain

**DOI:** 10.3390/ijms20071797

**Published:** 2019-04-11

**Authors:** Helena F. Pernice, Rico Schieweck, Mehrnoosh Jafari, Tobias Straub, Martin Bilban, Michael A. Kiebler, Bastian Popper

**Keywords:** staufen2, synaptogenesis, cerebellum, purkinje cells, GluD2

## Abstract

Staufen2 (Stau2) is an RNA-binding protein that is involved in dendritic spine morphogenesis and function. Several studies have recently investigated the role of Stau2 in the regulation of its neuronal target mRNAs, with particular focus on the hippocampus. Here, we provide evidence for Stau2 expression and function in cerebellar Purkinje cells. We show that Stau2 downregulation (Stau2^GT^) led to an increase of glutamate receptor ionotropic delta subunit 2 (GluD2) in Purkinje cells when animals performed physical activity by voluntary wheel running compared with the age-matched wildtype (WT) mice (C57Bl/6J). Furthermore, Stau2^GT^ mice showed lower performance in motor coordination assays but enhanced motor learning abilities than did WT mice, concomitantly with an increase in dendritic GluD2 expression. Together, our results suggest the novel role of Stau2 in Purkinje cell synaptogenesis in the mouse cerebellum.

## 1. Introduction

Research over the last few decades has shown the importance of posttranscriptional regulation mechanisms in neuronal function, particularly for synaptogenesis [1]. Key players for these processes are RNA-binding proteins (RBPs) [2,3]. By binding to their target mRNAs, RBPs control different steps of the RNA life cycle, such as splicing, RNA export and localization, translation control and degradation [1] underlining their importance for neuronal functioning. Depletion of RBPs can cause severe neuropathologies, such as mental retardation or epilepsy, as well as motor defect disorders, such as amyotrophic lateral sclerosis (ALS) [4,5,6,7]. Staufen2 (Stau2) is an RBP involved in different regulatory networks ranging from embryonic neurogenesis to synaptic transmission and morphogenesis in mature hippocampal neurons [8]. Recent studies of Stau2-deficient mice and rats have shown that Stau2 is important for learning and memory formation [9,10]. In this study, we took advantage of the previously reported Stau2 gene trap mouse model (Stau2^GT^), which shows a brain-wide Stau2 downregulation of about 40% [9]. Transcriptome-wide analysis of differentially expressed RNA in the Stau2^GT^ mouse brain revealed an upregulation of *glutamate receptor ionotropic delta subunit 2* (*Grid2)* and *cerebellin1* (*Cbln1*) mRNAs when compared with wildtype (WT) mice during extensive learning and motor activity. These mRNAs code for glutamate receptor ionotropic delta subunit 2 (GluD2) and Cbln1, two components of the cerebellar synaptic apparatus [11,12]. GluD2 and Cbln1 are believed to connect the synapses of granule cell parallel fibers and Purkinje cell dendrites. While GluD2 is expressed in the postsynaptic membrane of Purkinje cells, Cbln1 is secreted from the presynaptic compartment, binds to presynaptic neurexins and postsynaptic GluD2, and therefore connects pre-synapses deriving from parallel fibers of granule cells with post-synapses of Purkinje cells [13,14]. The consolidation of synapses through the interaction of these molecules has been shown to be the basis of synaptic transmission in Purkinje cells. Furthermore, Cbln1 and GluD2 play relevant roles in motor coordination and learning, while deficits lead to motor impairment, such as ataxia in mouse models [15,16,17]. Interestingly, naive Stau2^GT^ showed reduced motor coordination in a rotor rod assay compared with age-matched WT animals. Strikingly, mutant animals displayed enhanced motor learning skills during repeated training. These effects were concomitant with an increased GluD2 expression, suggesting improved synaptic transmission in the cerebellum. Together, our results suggest that Stau2 plays a role in motor activity-induced synaptogenesis in the mouse cerebellum.

## 2. Results

### 2.1. Adult Stau2^GT^ Mice Show an Upregulation of Cbln1 and GluD2 mRNA during Behavior Testing

To identify genes that are Stau2-dependently affected during training, 4-month-old Stau2^GT^ mice and age-matched WT controls were exposed to a battery of behavioral tests for 4 consecutive weeks, as previously described [8] (Figure 1A). Subsequently, the mouse brains were dissected, and microarray analysis was performed. 

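*Stau2*, the gene that carries the gene trap, was lower in Stau2 GT brains in both training states. In trained mice the *Stau2* value was 8.01 ± 0.06 (SD, n = 3) in Stau2 GT and 8.24 ± 0.07 (SD, n = 3) in WT brains on the log2 scale, a decrease of 14.7% (adjusted p = 0.330 over all clusters). In naive mice it was 8.07 ± 0.01 (SD, n = 3) in Stau2 GT and 8.25 ± 0.06 (SD, n = 3) in WT brains, a decrease of 11.7% (adjusted p = 0.954). The log2 fold changes were -0.23 (standard error 0.06, unadjusted p = 0.00403 from limma) and -0.18 (unadjusted p = 0.0162 from limma). In each training state all 3 Stau2 GT arrays lay below all 3 WT arrays (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). Without naive WT mouse 2 the naive log2 fold change was -0.145 and its unadjusted p 0.0687. Where the probes of *Stau2* lie relative to the gene trap is not given in the sources used here, so which transcripts the value measures is not known.

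**Figure D1:**
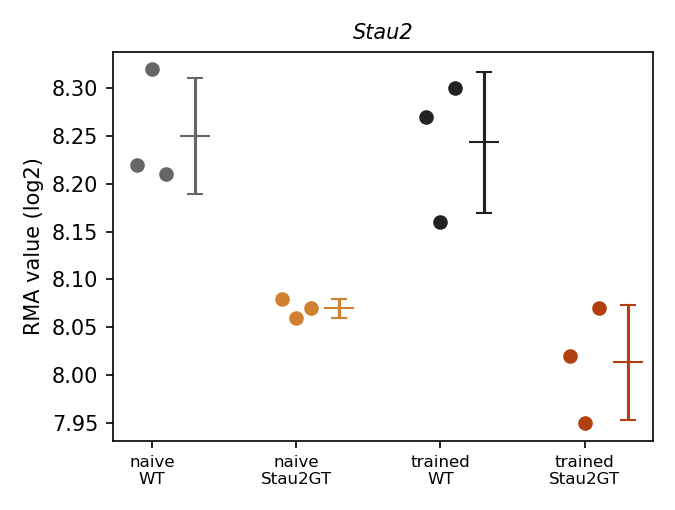
Value of *Stau2* on each array by group, where the y axis is the RMA value on the log2 scale, each dot is the array of 1 mouse, and the bar beside the dots is the mean with the SD of 3 mice. The Stau2 GT mice sit between 7.95 and 8.08, all below the WT mice, which sit between 8.16 and 8.32.

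RNA from brain lysates of 12 male mice was hybridized to Affymetrix mouse gene arrays, which probe each gene along its exons. There were 3 mice in each of 4 groups, naive WT, naive Stau2 GT, trained WT and trained Stau2 GT. Stau2 GT mice carry a gene trap vector within *Stau2*, and WT mice were C57Bl/6J. Trained mice had gone through 4 weeks of behavioral tests, and naive mice had not. The paper gives an age of 5 months for the dissected brains, and the sample labels give 16 to 20 weeks. The authors normalized the signals with RMA, which gives 1 log2 value per transcript cluster and array. From these values, clusters above a log2 value of 5 in at least 3 arrays were kept, as in the paper's methods, which left 27966 of 41345 clusters. A single gene symbol belonged to 17331 of these, several symbols to 1272, and 9363 are unnamed here. Group means were compared with limma on all 12 arrays, with Benjamini-Hochberg adjustment over the clusters kept. Array medians ran from 5.7 to 5.8. The correlation between arrays of the same group ran from 0.978 to 0.988, and between arrays of different training states from 0.966 to 0.982. Within groups it was lowest for trained Stau2 GT (0.978 to 0.980), followed by trained WT (0.982 to 0.984), and about 0.987 in both naive groups. All naive arrays came from 1 array batch and all trained arrays from another, so training and array batch cannot be told apart, whereas each genotype comparison lies within 1 batch.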

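After behavior testing, *Ide*, the gene of insulin-degrading enzyme, and *Mid1*, the gene of a microtubule-bound ubiquitin ligase, were lower in Stau2 GT than in WT brains. *Ide* was lower by 0.79 on the log2 scale (standard error 0.07, adjusted p = 0.000272 from limma) and *Mid1* by 1.24 (standard error 0.14, adjusted p = 0.00494). For *Ide* it was trained WT brains that stood apart, with a mean of 9.84 against 9.06 in trained Stau2 GT, 9.10 in naive WT and 9.14 in naive Stau2 GT brains. *Mid1* (-0.73), *Samd11* (0.55) and *Zfp131* (-0.27) went the same way in naive mice without overlap of the arrays, although they did not pass there, and their differences between training states did not pass either (adjusted p = 0.629, 0.879 and 0.652). *Ppp3r2*, which codes for a regulatory subunit of calcineurin, was lower by 0.62 (adjusted p = 0.00658), and the zinc finger gene *Zfp131* by 0.50 (adjusted p = 0.0302). *Ppp3r2* values were near the filter's log2 minimum of 5, at 4.95, 4.86 and 4.94 in trained Stau2 GT and 5.54, 5.54 and 5.52 in trained WT brains. *Samd11* was higher by 0.68 (standard error 0.11, adjusted p = 0.0423), the tetraspanin gene *Prph2* by 0.49 (adjusted p = 0.0330) and the protocadherin gene *Pcdhb13* by 0.35 (standard error 0.05, adjusted p = 0.0380). For each of these 7 genes, all 3 trained Stau2 GT arrays lay on 1 side of all 3 trained WT arrays (two-sided exact permutation test, p = 0.1 each). By unadjusted p, *Anxa4* (0.49) and *Dupd1* (0.59) came next among the higher genes and *Cyb5r3* (-0.51) and *Havcr2* (-0.33) among the lower ones, and none of these passed. In all, 25 clusters were higher and 25 lower, or 16 higher and 24 lower profiles when clusters with identical values are counted once, and with only the 6 trained arrays in the fit 12 clusters were higher and 4 lower. Exactly 1 gene symbol belonged to 16 of the 50 clusters, and the ones not named are predicted genes, small RNAs and a second cluster of *Ptcd3*. At an unadjusted p under 0.05 there were 2495 clusters, where 1398.3 are expected by chance. This count may be too high, since the fit takes its spread from all 4 groups while trained Stau2 GT arrays correlated least with each other. With Student's t-test on only the 2 groups compared, 1678 clusters had an unadjusted p under 0.05 in trained and 1879 in naive mice.

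Genes induced by neuronal activity were lower as a group in trained Stau2 GT than in trained WT brains. Of 30 such genes 23 lay below 0 and 6 above, with a median log2 fold change of -0.14 (camera, adjusted p = 0.000247, and adjusted p = 0.930 with an estimated correlation). *Egr2* had a log2 fold change of -0.41, *Nr4a1* of -0.39, *Sik1* of -0.29 and *Egr1* of -0.25, whereas *Fos* stood at 0.01. None of the 30 passed the test by itself, over all clusters or adjusted over the list alone. Of 19 genes induced by glucocorticoids, 16 lay below 0 with a median of -0.09, and none passed either way (camera, adjusted p = 0.0280, and adjusted p = 0.930 with an estimated correlation). Among them *Sgk1* had a log2 fold change of -0.42 and *Pdk4* of -0.31. The glucocorticoid call was lost without trained WT mouse 1 (adjusted p = 0.346) and without trained Stau2 GT mouse 1, 2 or 3 (adjusted p = 0.0637, 0.0606 and 0.170).

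*Ide*, *Mid1* and *Ppp3r2* passed whichever single array was left out, but with only the 6 trained arrays in the fit *Ide* alone passed (adjusted p = 0.0454), while *Mid1* (0.0594), *Ppp3r2* (0.0800) and the other 4 genes (0.236 to 0.448) did not. *Pcdhb13* missed the threshold on leaving out any of the 12 arrays (adjusted p from 0.0595 to 0.162), *Samd11* on leaving out any but naive or trained Stau2 GT mouse 2 (0.0595 to 0.183), *Prph2* any but naive Stau2 GT mouse 2 or 3 or trained Stau2 GT mouse 1 (0.0595 to 0.120), and *Zfp131* any but naive WT mouse 3, trained WT mouse 3 or trained Stau2 GT mouse 1 (0.0515 to 0.148). The count of changed clusters was 47, 36 and 35 without trained Stau2 GT mouse 1, trained WT mouse 2 and naive Stau2 GT mouse 2, and from 22 (without trained WT mouse 1) to 33 without any other single array.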

Interestingly, compared with the WT mice, we detected a significant 15% increase in the Stau2^GT^ mice for *Cbln1* and *Grid2* mRNA expression in brain lysates, which code for cerebellar proteins involved in synaptogenesis [12,18]. 

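*Cbln1*, which codes for a secreted protein that links parallel fibers to Purkinje cell dendrites, was 8.71 ± 0.06 (SD, n = 3) in trained Stau2 GT and 8.52 ± 0.11 (SD, n = 3) in trained WT brains on the log2 scale. This is a value 14.3% higher in Stau2 GT brains, a fold change of 1.14 with a 95% confidence interval from 0.923 to 1.42. The 3 Stau2 GT mice, at 8.67, 8.68 and 8.78, lay above the 3 WT mice, at 8.44, 8.47 and 8.64 (two-sided exact permutation test, p = 0.1, the smallest p possible here). In the fit over all 12 arrays, the log2 fold change of 0.19 (standard error 0.14) did not pass the test (unadjusted p = 0.195 and adjusted p = 0.741 from limma).

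Genes of the parallel fiber-Purkinje cell synapse did not pass as a list between the trained groups. Of 20 genes listed for it 17 were measured, and none passed the test over all clusters or adjusted over the list alone. Their median log2 fold change was 0.03, with 11 genes above 0 and 5 below (camera, adjusted p = 0.600). *Homer3*, a postsynaptic scaffold gene of Purkinje cells, had a log2 fold change of 0.18, and *Grip1*, the gene of a glutamate receptor scaffold, of -0.25, the only member with an unadjusted p under 0.05. The neurexin genes *Nrxn2* and *Nrxn3*, whose proteins bind Cbln1 on the presynaptic side, stood at 0.06 and 0.03. *Slc17a7*, the gene of vGLUT1, stood at -0.02 and changed sign without trained WT mouse 3 (0.0017) or trained Stau2 GT mouse 2 (0.025) or 3 (0.010). The paper states that *Cbln1* mRNA was increased in trained Stau2 GT mice, and gives the increase in cerebellar gene expression as its reason to examine Stau2 in the cerebellum.

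**Figure D2:**
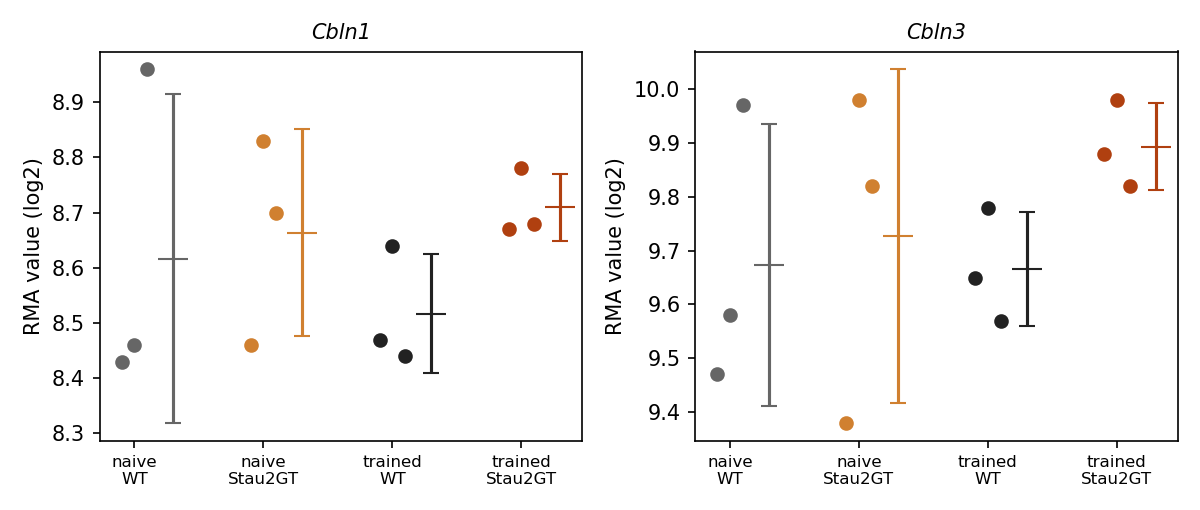
Values of *Cbln1* and *Cbln3* on each array by group, where the y axes are the RMA values on the log2 scale, each dot is the array of 1 mouse, and the bar beside the dots is the mean with the SD of 3 mice. For *Cbln1* the trained Stau2 GT mice lie above the trained WT mice, while the naive WT mice spread from 8.43 to 8.96.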

In naive mice, in contrast, there was no apparent changes in the expression of these mRNAs detectable (Figure 1B). 

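In naive mice, *Cbln1* was 8.66 ± 0.19 (SD, n = 3) in Stau2 GT and 8.62 ± 0.30 (SD, n = 3) in WT brains. The log2 fold change of 0.05 corresponds to a fold change of 1.03 with a 95% confidence interval from 0.834 to 1.28 (unadjusted p = 0.745 and adjusted p = 0.998 from limma). The values of both genotypes overlapped (two-sided exact permutation test, p = 0.9). The difference of *Cbln1* between the genotypes was larger in trained than in naive mice by 0.15 on the log2 scale, which did not pass the test of the interaction (standard error 0.20, unadjusted p = 0.475). Single mice decided the sign of these values, since the naive log2 fold change was -0.0467, -0.0317 and -0.0367 without naive WT mouse 1, naive WT mouse 2 and naive Stau2 GT mouse 2, and 0.22 without naive WT mouse 3, and the interaction was -0.025 without naive WT mouse 3. *Slc17a7* stood at -0.02, *Nrxn2* at -0.04 and *Nrxn3* at -0.01 in naive Stau2 GT against naive WT brains. *Slc17a7* changed sign without naive WT mouse 2 (0.03) and *Nrxn3* without naive WT mouse 1 or naive Stau2 GT mouse 2 (0.0033 each). The mean over all clusters of *Nrxn2* had the opposite sign (0.05).

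Among named genes, only *Gabra2*, the gene of the GABA-A receptor subunit alpha2, changed between naive Stau2 GT and naive WT brains. It was lower by 0.90 on the log2 scale (standard error 0.09, adjusted p = 0.00112 from limma), and it passed whichever single array was left out. All 3 naive Stau2 GT arrays lay below all 3 naive WT arrays. However, it was naive WT brains that stood apart, with a mean of 10.42 against 9.52 in naive Stau2 GT, 9.23 in trained WT and 9.16 in trained Stau2 GT brains. Between the trained groups the log2 fold change was -0.07 (adjusted p = 0.875 from limma). The difference may therefore be particular to the naive WT mice. By unadjusted p, the Src family kinase gene *Fgr* (-0.63), *Mcm6* (-0.54) and *Mcmdc2* (-0.60) came next among the lower genes and *Lactb2* (0.43), *Trim59* (0.42) and *Anxa4* (0.44) first among the higher ones, and none of these passed. In all, 21 clusters were higher and 3 lower, or 16 distinct profiles. At an unadjusted p under 0.05 there were 1397 clusters from limma, no more than the 1398.3 expected by chance.

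As groups, glucocorticoid-induced genes were lower in naive Stau2 GT brains (19 genes, median -0.17, none above 0, camera adjusted p = 1.57e-07, and adjusted p = 0.433 with an estimated correlation), and so were olfactory bulb genes (16 genes, median -0.13, adjusted p = 6.83e-06, and adjusted p = 0.172 with an estimated correlation). Of the olfactory bulb genes, *Trh* at -0.39 and *Dlx2* at -0.34 passed when adjusted over the list alone, and none did over all clusters. *Trh* missed that threshold on leaving out any single array other than naive WT mouse 3 or trained Stau2 GT mouse 1 or 2 (0.0533 to 0.171), and *Dlx2* any other than naive WT mouse 3 (0.0533 to 0.242). Oligodendrocyte genes were higher (23 genes, median 0.11, 21 above 0, adjusted p = 2.23e-06, and adjusted p = 0.326 with an estimated correlation). *Opalin*, a gene of myelinating oligodendrocytes, stood at 0.42 and passed when adjusted over the list alone (adjusted p = 0.0423), but not on leaving out any single array other than naive WT mouse 2 or trained Stau2 GT mouse 3 (0.0502 to 0.228), and no member of the list passed over all clusters. These 3 lists kept their calls on leaving out any single array. In all, 7 of 27 lists passed in naive mice, 4 higher and 3 lower. The others were blood cell genes, which were lower, and genes of blood vessels and meninges, choroid plexus genes and activity-induced genes, which were higher.

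*Ide* was the only named gene whose genotype difference differed between the training states. It was higher by 0.74 in trained than in naive WT brains (adjusted p = 0.000555), while it did not pass in trained against naive Stau2 GT brains (-0.09, adjusted p = 0.427). Trained and naive WT mice differ in array batch too, so training is not shown as the cause. Trained Stau2 GT arrays came from the same batch as trained WT arrays. They stood at 8.99, 9.06 and 9.12 for *Ide*, against 9.89, 9.87 and 9.77 in trained WT. These values argue against array batch alone for *Ide*. The difference may be particular to the trained WT mice, which was not tested. The genotype difference moved by -0.83 on the log2 scale (standard error 0.09, adjusted p = 0.0147 for the interaction from limma), and it was 1 of 6 clusters that passed, all lower. The 3 with several symbols share the same symbols, and in these and in unnamed cluster 17467250 naive WT brains stood apart. Without naive WT mouse 1 or 2, naive Stau2 GT mouse 2 or 3, or trained WT mouse 1 or 2, its adjusted p was 0.0510, 0.0640, 0.0833, 0.0852, 0.0739 and 0.0579. The count of 6 rose to 10 without trained Stau2 GT mouse 2, and stood at 4 without naive WT mouse 2, naive Stau2 GT mouse 2 or 3, or trained WT mouse 1.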

To validate the upregulation of *Cbln1* and *Grid2* mRNAs, qRT-PCR was performed on Stau2^GT^ and control brain lysates. Here, mRNA levels of *Cbln1* and *Grid2* showed a significant increase in the adult Stau2^GT^ mice that underwent behavioral experimentation (Figure 1C,D).

### 2.2. Reduced Stau2 Expression in Cerebellar Purkinje Cells of Adult Stau2^GT^ Mice

The increase in expression of the cerebellar genes *Cbln1* and *Grid2* prompted us to examine Stau2 expression in the mouse cerebellum. First, we performed immunostainings against Stau2 in frontal cerebellar sections in adult WT mice. Co-staining for calbindin was used to clearly distinguish Purkinje cells from NeuN-expressing cells. Stau2 staining was prominent in the somatic area of the Purkinje cell layer (StP) and the stratum moleculare (StM) (Figure 2A). To evaluate Stau2 downregulation in the cerebellum of transgenic mice, we performed immunostainings against Stau2 in cerebellar sections of Stau2^GT^ mice. Quantification of Stau2 protein intensity in Purkinje cells showed a 50% reduction in adult Stau2^GT^ animals compared with the controls (Figure 2B). Furthermore, staining for the β-galactosidase activity encoded by the gene trap construct in Stau2^GT^ mice [9] revealed a strong expression in Purkinje cells, indicating a knockdown preferentially in the stratum purkinjense (Figure 2C) underlining our previous results (Figure 2B).

### 2.3. Decreased Motor Coordination Abilities but Increased Motor Learning Capacity in Adult Male Stau2^GT^ Mice

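Markers of Purkinje cells, the output neurons of the cerebellar cortex, were slightly higher as a group in trained Stau2 GT than in trained WT brains. Of 30 listed markers 23 were measured, 18 lay above 0 and 5 below, and the median log2 fold change was 0.07 (camera, adjusted p = 0.0280, and adjusted p = 0.930 with an estimated correlation). *Atp2a3*, the gene of a calcium pump of the endoplasmic reticulum, had a log2 fold change of 0.27, the glutamate transporter gene *Slc1a6* of 0.25, *Car8* of 0.21 and *Calb1*, the gene of calbindin, of 0.15. No Purkinje cell marker passed the test by itself, over all clusters or adjusted over the list alone. Of 30 granule cell markers 21 lay above 0 and 8 below, with a median of 0.07, and the list did not pass (camera, adjusted p = 0.0924). *En2* stood at 0.21, *Zic5* at 0.20, *Zic1* at 0.19 and *Neurod1* at 0.18 among them. Of 15 markers of cerebellar interneurons and Bergmann glia 8 lay above 0 and 7 below, with a median of 0.01 (adjusted p = 0.900). *Rbfox3*, which codes for NeuN, stood at 0.04, and at -0.0017 without trained WT mouse 3.

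In naive mice the medians were 0.06 for Purkinje cell markers (adjusted p = 0.259) and 0.045 for granule cell markers (adjusted p = 0.331), and neither list differed between training states in the test of the interaction (adjusted p = 0.496 and 0.605). The trained Purkinje cell call was lost without trained WT mouse 3 (adjusted p = 0.218), trained Stau2 GT mouse 2 (0.179) or trained Stau2 GT mouse 3 (0.170). Granule cell markers passed in trained mice without trained WT mouse 2 (0.0305), naive WT mouse 3 (0.0389) or naive Stau2 GT mouse 1 (0.0436). In naive mice Purkinje and granule cell markers passed without naive WT mouse 3 (0.000818 and 0.000946) or naive Stau2 GT mouse 1 (0.00199 and 0.000326), and turned lower without naive Stau2 GT mouse 2 (0.969 and 0.549). The interaction of both lists turned without naive WT mouse 3 (0.889 and 0.862) or naive Stau2 GT mouse 1 (0.901 and 0.596), and interneurons and Bergmann glia turned in trained mice without trained WT mouse 3 (0.946).

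**Figure D3:**
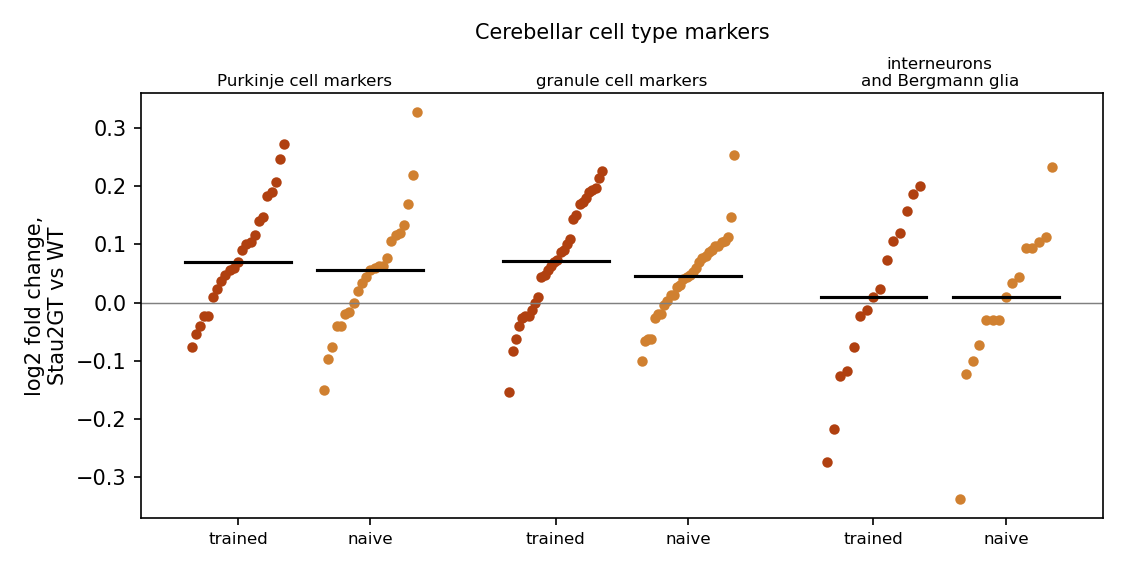
Log2 fold change of each marker gene in Stau2 GT against WT brains, for trained and naive mice, where each dot is a gene and the black line is the median of its list. The dots of each list lie on both sides of 0, with medians of 0.07 in trained mice for Purkinje cell and for granule cell markers and of 0.01 for interneurons and Bergmann glia.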

The fact that Stau2 was found to be expressed in Purkinje cells and that its downregulation affected the gene expression of cerebellar proteins during behavior testing prompted us to investigate the impact of Stau2 depletion on motor activity and coordination. First, we measured the overall motor activity of adult Stau2^GT^ and WT mice exposed to a low-profile running wheel [19] during a three-week period (Figure 3A). Interestingly, the Stau2^GT^ mice showed a significantly higher tendency to use the running wheel at night (6 p.m.–6:00 a.m.) when compared with the tendency observed in the WT mice (Figure 3B), indicating that Stau2 does not affect general motor activity. To investigate the effect of Stau2 downregulation on motor coordination, we used the rotarod performance test [20] (Figure 3C). Then, 10-week-old Stau2^GT^ and WT mice were exposed to the rotarod running wheel. The duration of running until the animals fell from the wheel was measured in tests performed over two consecutive days. We observed that both Stau2^GT^ males and females showed a lower latency to fall than the age- and sex-matched controls on day 1 (Figure 3C,D). On day 2, male Stau2^GT^ mice improved significantly their test performance compared with the age-matched WT males (compare day 1 and day 2 for the Stau2^GT^ and WT animals), although the general performance was still lower in the Stau^GT^ mice (Figure 3C). Interestingly, for Stau^GT^ females, we did not observe a performance improvement during training (Figure 3D). Our expression analysis using mutant and WT brains from males (Figure 1) mirrored the effect that we observed in rotarod experiments. We therefore continued with male mice.

### 2.4. Increased Dendritic GluD2 Protein Expression in Adult Stau2^GT^ Mice after Motor Activity.

Based on our microarray and rotarod test results and because enhanced motor activity induces synaptogenesis in the cerebellum [21], we speculated that Stau2 might play a role in this process. Therefore, we analyzed histological sections of the cerebellar cortex. We stained against GluD2 protein and vesicular glutamate transporter 1 (vGLUT1), a protein located at the presynaptic side of synapses between parallel fibers and Purkinje cells [22] (Figure 4A). Naive Stau2^GT^ mice (10 weeks old) showed weak expression of GluD2 in the StM and cell bodies of Purkinje cells. In contrast, motor activity by voluntary wheel running (3 weeks) increased GluD2 expression in the Stau2^GT^ mice by 50%, whereas no difference in GluD2 was observed in the WT animals. Furthermore, we detected elevated GluD2/vGLUT1 colocalization in the StM, suggesting an increase in the number of functional synapses in Stau2^GT^ mice after motor activity (Figure 4B,C). We next analyzed the GluD2 intensity in Purkinje cell dendrites of naive mice, as well as mice exposed to running wheels. Here, we detected higher levels of dendritically localized GluD2 protein in cerebellar Purkinje cells (Figure 4D). Naive 10-week-old WT and Stau2^GT^ mice, in contrast, showed no difference in GluD2 protein expression. Confirming previous experiments, the effect was much stronger in the Stau2^GT^ mice after motor activity than in the WT mice (Figure 4D). In summary, the Stau2^GT^ mice showed higher voluntary motor activity, a steeper motor learning curve, and a more prominent increase of dendritic GluD2 expression after motor activity.

## 3. Discussion

Stau2 is an essential RNA-binding protein involved in posttranscriptional gene regulation in the brain [8,23,24]. Its role in hippocampus-dependent learning and memory formation has been studied in Stau2-deficient rat and mouse animal models [9,10]. However, little is known about its function in other brain regions. Here, we report a potential impact of Stau2 on synaptogenesis in the mouse cerebellum. Increased physical activity during behavior testing induced increased expression of *Grid2*, *Cbln1*, and *Cbln3* mRNA in adult Stau2^GT^ mice, which act together in the formation of parallel fiber-Purkinje cell synapses [11]. 

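*Cbln3*, the gene of a cerebellin that forms complexes with Cbln1 in granule cells, was 9.89 ± 0.08 (SD, n = 3) in trained Stau2 GT and 9.67 ± 0.11 (SD, n = 3) in trained WT brains, a value 17.0% higher. The log2 fold change was 0.23 (standard error 0.16, unadjusted p = 0.181 and adjusted p = 0.732 from limma). All 3 trained Stau2 GT arrays lay above all 3 trained WT arrays (two-sided exact permutation test, p = 0.1, the smallest p possible here). With only the 6 trained arrays in the fit, whose spread for *Cbln3* was smaller than that of the naive arrays, the unadjusted p was 0.0409, and with the methods' t-test it was 0.0422.

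Against naive Stau2 GT brains, *Cbln1* stood at 0.05 in trained Stau2 GT brains on the log2 scale (unadjusted p = 0.745 and adjusted p = 0.862 from limma) and *Cbln3* at 0.17 (unadjusted p = 0.316 and adjusted p = 0.533), and neither passed. Naive Stau2 GT mouse 1 decided the sign, since without it *Cbln1* stood at -0.055 and *Cbln3* at -0.0067. Without naive Stau2 GT mouse 2 these were 0.13 and 0.29. Trained and naive Stau2 GT arrays also differ in array batch, which could hide or add a difference. In naive mice the *Cbln3* log2 fold change between genotypes was 0.05 (unadjusted p = 0.743), and it was -0.0483 without naive WT mouse 1, -0.0733 without naive Stau2 GT mouse 2 and 0.23 without naive Stau2 GT mouse 1. For *Cbln3* the genotype difference was larger in trained mice by 0.17, which did not pass the test of the interaction (standard error 0.22, unadjusted p = 0.456).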

Interestingly, *Grid2* was detected in an iCLIP Stau2 study suggesting that it is a target of Stau2 [24]. Furthermore, the Stau2^GT^ mice showed lower motor coordination abilities but increased motor learning capacity in the rotarod test. Of note, we did not observe a similar effect in female Stau2^GT^ mice. Because we aimed at reducing the animal number used in our experiments, leading to a number of five mice per group, a larger cohort of females might be needed to observe enhanced motor learning skills. Similar to exposure to voluntary physical exercise experiments, these repeated rotarod trainings correlated to increased GluD2 protein expression in parallel fiber dendrites of cerebellar Purkinje cells.

The importance of GluD2 as a key component of the Purkinje cell post-synapse, thereby inducing synapse formation by interacting with presynaptic neurexins through secreted Cbln1, has been reported by several groups in the last few years [11,12,13,14,25]. GluD2 knockout (KO) mouse models have demonstrated a prominent motor dyscoordination and cerebellar ataxia [16,26,27]. Rotarod tests performed by GluD2 KO mice have resulted in a lower latency to fall [27], identifying GluD2 as an essential regulator of cerebellar synaptic transmission and, eventually, of motor coordination. Consequently, it is tempting to speculate that higher expression of GluD2 in Stau2^GT^ males during training contributes to the enhanced learning of motoric skills in these mice.

A possible basis of reduced motor coordination and motor learning in GluD2 KO mice is reduced long-term depression (LTD) in the cerebellum [28,29,30]. Interestingly, reduced Stau2 expression also leads to the disruption of LTD in the hippocampus [10,31]. Reduced LTD in the cerebellum caused by Stau2 deficiency might explain the generally weaker performance of adult Stau2^GT^ mice in rotarod tests compared with WT mice. Another possible reason for the lower test performance of Stau2^GT^ mice could be their generally reduced locomotor activity in a new environment, as has recently been reported [9].

Besides GluD2, we observed increases in *Cbln1* mRNA after stimulation of motor activity through behavioral tests in Stau2^GT^ mice when compared with WT mice. We interpret this result as a feedback response to enhanced synaptogenesis in adult Stau2^GT^ mice compared with WT animals after stimulation of motor activity. Cbln proteins are secreted by cerebellar granule cells and are predominantly expressed in the cerebellum, although involvement in other brain areas, such as the frontal brain have been reported [32,33,34]. *Cbln1*-null mice exhibit a cellular and physiological phenotype mimicking that of the GluD2 KO, underlining the tight functional interplay between these two proteins [32]. In another study, cerebellar ataxic gait in *Cbln1*-null mice was found to be clinically improved through Cbln1 injections into the cerebellum [35].

In summary, our results suggest that Stau2 is involved in Purkinje cell synaptogenesis in the adult mouse cerebellum and might contribute to the regulation of motor coordination and learning. These findings therefore hold consequences for new clinical approaches. For example, GluD2 mutations have been shown in cases of congenital cerebellar ataxia in patients [17]. A better understanding of the involvement of Stau2 in GluD2-dependent synapse formation could therefore provide new therapeutic options for cerebellar ataxia and similar disorders. It will be interesting to investigate further gender-specific differences in Stau2 function. Future studies are needed to unravel the impact of Stau2 in cerebellar synaptogenesis at the molecular level and its relevance for motor coordination and activity defects in humans.

## 4. Materials and Methods

### 4.1. Generation and Housing of Stau2 Gene Trap Mice

All experiments were performed according to local animal protection laws and were approved by the district government of upper bavaria (55.2-1-54-2532-167-2013, 23 May 2014) Adult B6.129P2-Stau2^Gt(RRG396)Byg^ mice [9] and WT C57Bl/6J mice (aged 10–13 weeks and 16–20 weeks) were housed in groups of 2–5 animals with a 12-h light/12-h dark light cycle in individually ventilated cages. The mice had free excess to autoclaved water and food. 

### 4.2. Behavioral Analysis

All behavioral tests were performed under identical environmental conditions. Between individual testing phases, the animals were kept in their housing cages. First, 4-month-old male Stau2^GT^ and WT mice were exposed to a stimulation of exploratory and motor behavior for 4 consecutive weeks via different behavioral tests (open field, novel object recognition/location, Barnes maze) as described previously [9].

*Running wheel*: Low-profile running wheels (Med associates Inc, Fairfax, VT, USA) were placed in home cages of age- and gender-matched Stau2^GT^ and WT mice for a time period of 3 weeks. Motor activity was tracked by measuring total rotations of the running wheel per day. 

*Rotarod test:* The rotarod test was performed as previously described [36]. Age- and gender-matched Stau2^GT^ and WT mice were set on a rotating rod (accelerating rotations during 5-min test duration), and the latency until fall from the rod was measured in seconds. The test was performed for two consecutive days. WT male and Stau2^GT^ males, as well as WT female and Stau2^GT^ female mice, were investigated.

### 4.3. Histology

Whole animal perfusion fixation was performed as previously described [37]. Cerebellar tissue was prepared as previously described [38]. 

*Immunohistochemistry*: Brains of perfusion fixed mice were postfixed, cryoprotected, cut in 30-µm frontal sections, and immunostained as described previously [38]. Self-made rabbit polyclonal anti-Stau2 antibody [39] was diluted 1:200, additionally anti-GluRD2 (rabbit polyclonal, Alomone, 1:200), anti-vGLUT1 (guinea pig polyclonal, Synaptic Systems, 1:500, Göttingen, Germany), calbindin (mouse monoclonal, Abcam, 1:500), and anti-NeuN (chicken polyclonal, Millipore, 1:500, Darmstadt, Germany) were used. To detect the primary antibody, sections were washed three times in PBS and incubated with secondary antibodies (goat anti-rabbit IgG Alexa Flour 488 labeled (Jackson Immunoresearch, Cambridgeshire, UK), goat anti-guinea pig IgG Cy3 labeled (Jackson Immunoresearch), goat anti-chicken IgY Alexa Flour 647 labeled (Life Technologies, Carlsbad, CA, USA), and donkey anti-mouse IgG Alexa Flour 555 labeled (Life Technologies) diluted 1:500 in blocking solution for 2 h at room temperature. Nuclei were stained by 5-min incubation in 4′,6-diamidino-2-phenylindole (DAPI) solution. Slices were washed three times in PBS and mounted in Fluomount (Sigma-Aldrich, Munich, Germany). Pictures were taken by a confocal SP8 microscope (Leica, Wetzlar, Germany).

*Imaging*: Dendritic stretches of cerebellar Purkinje cells were identified using calbindin staining and the Imaris software package (Bitplane, South Windsor, CT, USA). Fiji 1.50g (PMID 26153368) software was used to outline 20 randomly chosen dendritic stretches per group in the WT and Stau2^GT^ mice at 10 or 13 weeks, respectively. Immunofluorescence intensity of GluD2 was measured in images taken at the same gain level by a confocal microscope (Leica, Germany).

*LacZ-staining*: To monitor gene trap vector insertion in murine brains, we detected LacZ expression by determining the encoded β-galactosidase activity in slices of Stau2^GT^ mouse brains according to the manufacturer’s instructions (InvivoGen, San Diego, CA, USA). The procedure was performed as described previously [9].

### 4.4. RT-qPCR

Total mRNA was obtained from brain samples using TRIzol (Ambion, Carlsbad, CA, USA) according to the manufacturer´s protocol. Genomic DNA was depleted using the Mini RNeasy kit (Qiagen). cDNA was synthesized from purified mRNA by reverse transcription using Superscript III reverse transcriptase (Invitrogen, Carlsbad, CA, USA) according to the manufacturer´s instructions. For qPCR cDNA amplification, Hot Start Taq (New England Biolabs, Ipswich, MA, USA) was used with SYBR Green for amplicon detection. All primers were used with an optimal efficiency rate of 2.0 ± 0.05. Runs were performed on a Lightcycler 96 (Roche Bioanalytics, Basel, Switzerland). Primers used in this study were (5′ to 3′): *Cbln1:* GCTTTCTCTGCCATCAGG and TCTGAGTCAAAGTTGTTCCC, *Grid2:* TGACACCATGAGGATAGAGG and ACCTCACTTATGAAGGATTTGG, *18S*: GAAACTGCGAATGGCTCATTAAA and CCACAGTTATCCAAGTAGGAGAGGA.

### 4.5. Expression Analysis

*Microarray analysis*: RNA was isolated as described above. The samples were processed according to the manufacturer’s instructions (Affymetrix, Santa Clara, CA, USA) and hybridized on a Mouse Gene 2.0 ST Array. Signal intensities were extracted and normalized using RMA (R/bioconductor package ‘oligo’). Samples with log2-expression levels of >5 in at least 3 samples were subjected to differential expression analysis using limma and multiple testing correction according to Benjamini and Hochberg (R/bioconductor package ‘limma’). Data were deposited in the Gene Expression Omnibus (GEO) database (accession no. GSE126996).

### 4.6. Statistics

Data were first tested for Gaussian distribution using the KS-test. Normally distributed data were analyzed by Student’s t-test or one-way ANOVA followed by Bonferroni’s post-hoc test for multiple comparison. Data are presented as mean + SEM. Statistical analysis was performed using the software GraphPad Prism (Version 5, GraphPad, San Diego, CA, USA). *p* < 0.05 (*) was considered statistically significant if not stated otherwise.

## Figures and Tables

**Figure 1:**
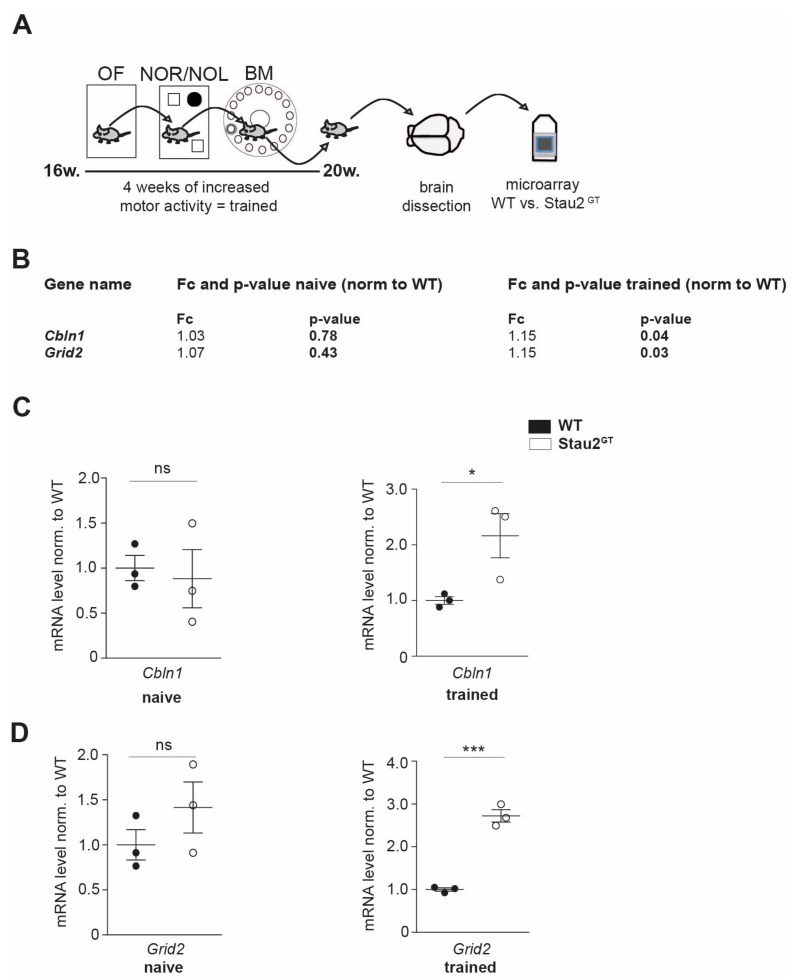
Adult Staufen2 knock-down (Stau2^GT^) mice show an upregulation of *cerebellin1* (*Cbln1*) and *glutamate receptor ionotropic delta subunit 2* (*Grid2*) mRNA during behavioral tests. (**A**) Schematic representation of the experimental approach followed by the behavioral tests. Here, 4-month-old Stau2^GT^ and wildtype (WT) mice were exposed to a battery of behavioral tests (OF = open field test, NOR/NOL = novel object recognition/location test, and BM = Barnes maze), enabling physical trainings (= trained). Subsequently, the mouse brains were dissected, and microarray analysis was performed. (**B**) Microarray analysis of brain lysates of 5-month-old Stau2^GT^ and WT mice before and after training conditions. (**C**,**D**) Quantification of *Cbln1* (C) and *Grid2* (D) mRNA levels before (naive) and after behavioral tests (= trained) measured by qRT-PCR. *N* = 3 animals (**B**–**D**). Statistics: Students t-test. Mean + SEM, * *p* < 0.05, *** *p* < 0.001; ns = not significant (**B**–**D**).

**Figure 2:**
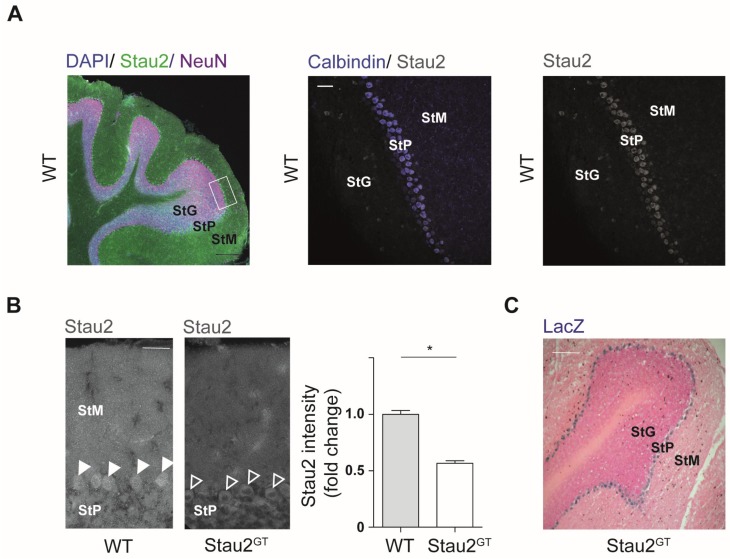
Stau2 expression in cerebellar Purkinje cells is reduced in adult Stau2^GT^ mice. (**A**) Representative confocal images of immunohistofluorescence staining for Stau2 (neuronal markers: NeuN and calbindin; nuclear marker: 4′,6-diamidino-2-phenylindole (DAPI)) on frontal sections of cerebelli taken from 5-month-old WT mice. Scale bars = 200 µm (left), 50 µm (middle, right). (**B**) Representative confocal images of immunohistofluorescence staining against Stau2 on frontal sections of the cerebellum of 5-month-old Stau2^GT^ and WT mice (left) and relative Stau2 intensity (right). Scale bar = 20 µm. (**C**) Light microscopic image of LacZ staining in a representative frontal section of Stau2^GT^ mouse cerebellum. Scale bar = 200 µm. *N* = 3 (**B**). Statistics: Students *t*-test. Mean + SEM, * *p* < 0.05. StG, stratum granulare; StP, stratum pyramidale; and StM, stratum moleculare. Arrows point to Purkinje cell bodies (**B**).

**Figure 3:**
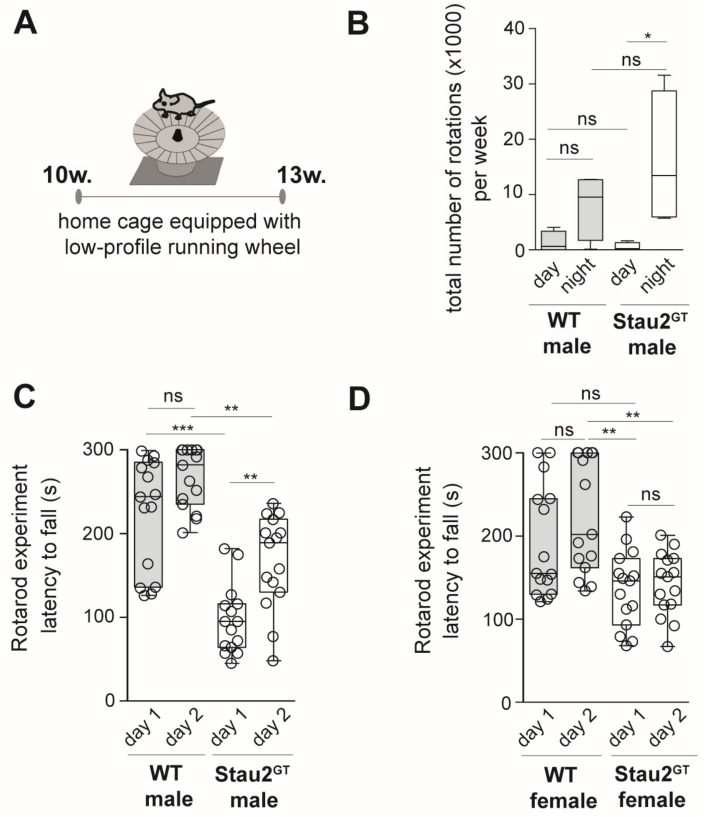
Adult male Stau2^GT^ mice show decreased motor coordination abilities but increased motor learning capacity. (**A**) Setup for voluntary wheel running experiments. Low-profile running wheels as depicted were placed into the home cages of 10-week-old Stau2^GT^ mice and age-matched WT controls for 3 weeks (w.). (**B**) Graph depicting the number of total rotations per week at night and day used by either the WT or Stau2^GT^ mice. (**C**) Quantification of rotarod running wheel testing. Here, 10-week-old male (left) or female (right) Stau2^GT^ mice, as well as age- and gender-matched controls, were set on the rotarod three times per day on two consecutive days and time until fall off was measured (the mean value per day was calculated). Mean latency to fall (in seconds) for either the WT or Stau2^GT^ male or female mice is plotted as boxplots. Individual data points represent different trials for single animals per day. *N* = 5 animals/group. Statistics: mean + SEM (B) or mean + min/max (**C**/**D**), one-way ANOVA and Bonferroni’s multiple comparison test. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, ns. = not significant.

**Figure 4:**
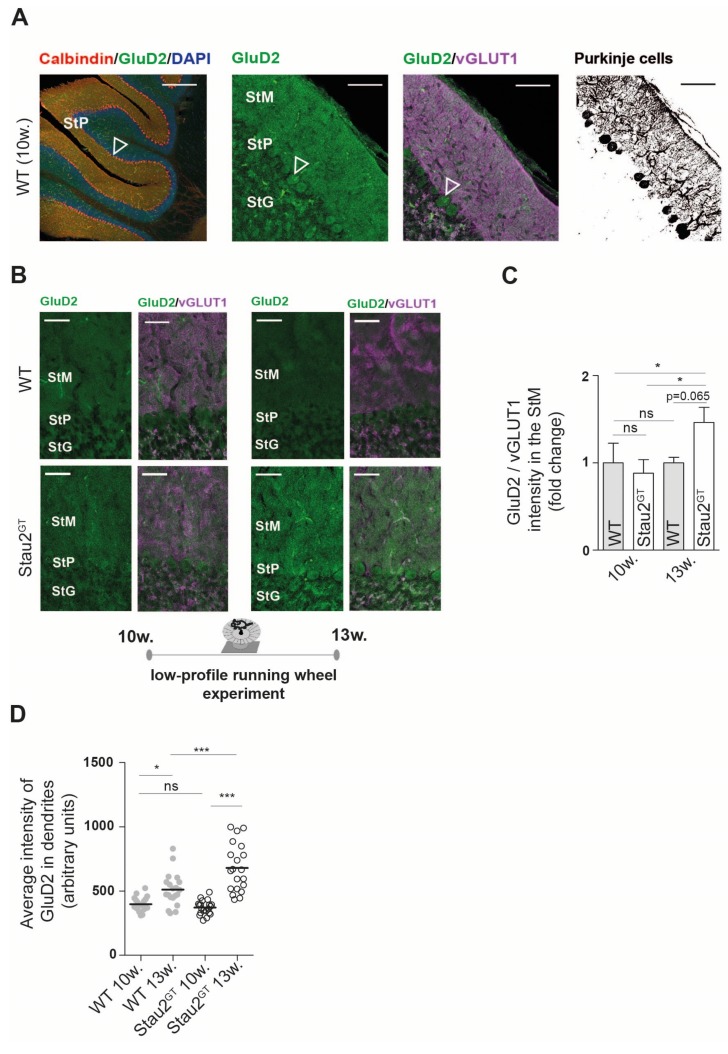
Dendritic GluD2 protein expression increases in adult Stau2^GT^ mice after motor activity. (**A**) Representative confocal images of immunofluorescent staining against GluD2, (vesicular glutamate transporter 1) vGLUT1, and calbindin (negative conversion for Purkinje cell morphology) on frontal sections of the cerebellum taken from 5-month-old WT mice. Scale bar = 200 µm (left), 100 µm (middle, right); arrow points to Purkinje cell bodies. (**B**) Representative confocal images of immunofluorescent staining against GluD2 and vGLUT1 in the Stau2^GT^ and WT mice before and after exposure to the running wheel (setup Figure 3). Scale bar = 40 µm. (**C**) Quantification of the mean staining intensity of GluD2 normalized to the mean staining intensity of vGLUT1 before (10 w. = mice at the age of 10 weeks) and after (13 w. = mice at the age of 13 weeks) 3 weeks of voluntary wheel running. *N* = 3. Statistics: Student’s t-test. Mean + SEM. (**D**) Histogram showing the average intensity of the GluD2 signal in calbindin-positive cerebellar Purkinje cell dendrites before (10 w.) and after (13 w.) running wheel exposure. The WT (filled grey circles) and Stau2^GT^ mice (empty black circles). *N* = 20 dendritic stretches in each group, from three different animals. Statistics: One-way ANOVA and Bonferroni’s multiple comparison. Mean +SEM, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001; ns. = not significant. StM, stratum moleculare; StP, stratum pyramidale; and StG, stratum granulare.

## Abbreviations

Cbln1 GluD2 KO LTD RBP Stau2 Stau2^GT^ StG StM StP vGLUT1 WT	Cerebellin1 Glutamate receptor ionotropic delta subunit 2 Knock out Long-term depression RNA-binding protein Staufen2 Staufen2 gene trap Stratum granulosum Stratum moleculare Stratum pyramidale Vesicular glutamate transporter 1 Wild type

## References

[1] Jung H., Gkogkas C.G., Sonenberg N., Holt C.E. (2014). Remote control of gene function by local translation. Cell.

[2] Doyle M., Kiebler M.A. (2011). Mechanisms of dendritic mRNA transport and its role in synaptic tagging. EMBO J..

[3] Kiebler M.A., Bassell G.J. (2006). Neuronal RNA Granules: Movers and Makers. Neuron.

[4] Jarero-Basulto J.J., Gasca-Martinez Y., Rivera-Cervantes M., Ureña-Guerrero M., Feria-Valesco A.I., Beas-Zarate C. (2018). Interactions Between Epilepsy and Plasticity. Pharmaceuticals.

[5] Liu-Yesucevitz L., Bassell G.J., Gitler A.D., Hart A.C., Klann E., Richter J.D., Warren S.T., Wolozin B. (2011). Local RNA Translation at the Synapse and in Disease. J. Neurosci..

[6] Swanger S.A., Bassell G.J. (2013). Dendritic protein synthesis in the normal and diseased brain. Neuroscience.

[7] Hanson K.A., Kim S.H., Tibbetts R.S. (2012). RNA-binding proteins in neurodegenerative disease: TDP-43 and beyond. Wiley Interdiscip. Rev. RNA.

[8] Heraud-Farlow J.E., Kiebler M.A. (2014). The multifunctional Staufen proteins: Conserved roles from neurogenesis to synaptic plasticity. Trends Neurosci..

[9] Popper B., Demleitner A., Bolivar V.J., Kusek G., Snyder-Keller A., Schieweck R., Temple S., Kiebler M.A. (2018). Staufen2 deficiency leads to impaired response to novelty in mice. Neurobiol. Learn. Mem..

[10] Berger S.M., Fernández-Lamo I., Schönig K., Fernández Moya S.M., Ehses J., Schieweck R., Clementi S., Enkel T., Grothe S., von Bohlen und Halbach O. (2017). Forebrain-specific, conditional silencing of Staufen2 alters synaptic plasticity, learning, and memory in rats. Genome Biol..

[11] Hirano T. (2012). Glutamate-receptor-like molecule GluRδ2 involved in synapse formation at parallel fiber-Purkinje neuron synapses. Cerebellum.

[12] Matsuda K., Miura E., Miyazaki T., Kakegawa W., Emi K., Narumi S., Fukazawa Y., Ito-lshida A., Kondo T., Shigemoto R. (2010). Cbln1 is a ligand for an orphan glutamate receptor δ2, a bidirectional synapse organizer. Science..

[13] Mishina M., Uemura T., Yasumura M., Yoshida T. (2012). Molecular mechanism of parallel fiber-Purkinje cell synapse formation. Front. Neural Circuits.

[14] Cheng S., Seven A.B., Wang J., Skiniotis G., Özkan E. (2016). Conformational Plasticity in the Transsynaptic Neurexin-Cerebellin-Glutamate Receptor Adhesion Complex. Structure.

[15] Hashizume M., Miyazaki T., Sakimura K., Watanabe M., Kitamura K., Kano M. (2013). Disruption of cerebellar microzonal organization in GluD2 (GluRδ2) knockout mouse. Front. Neural Circuits.

[16] Miyoshi Y., Yoshioka Y., Suzuki K., Miyazaki T., Koura M., Saigoh K., Kajimura N., Monobe Y., Kusunoki S., Matsuda J. (2014). A new mouse allele of glutamate receptor delta 2 with cerebellar atrophy and progressive ataxia. PLoS ONE.

[17] Coutelier M., Burglen L., Mundwiller E., Abada-Bendib M., Rodriguez D., Chantot-Bastaraud S., Rougeot C., Cournelle M.A., Milh M., Toutain A. (2015). GRID2 mutations span from congenital to mild adult-onset cerebellar ataxia. Neurology.

[18] Miura E., Matsuda K., Morgan J.I., Yuzaki M., Watanabe M. (2009). Cbln1 accumulates and colocalizes with Cbln3 and GluRδ2 at parallel fiber-Purkinje cell synapses in the mouse cerebellum. Eur. J. Neurosci..

[19] Walker M., Mason G. (2018). A comparison of two types of running wheel in terms of mouse preference, health, and welfare. Physiol. Behav..

[20] Brooks S.P., Trueman R.C., Dunnett S.B. (2012). Assessment of Motor Coordination and Balance in Mice Using the Rotarod, Elevated Bridge, and Footprint Tests. Curr. Protoc. Mouse Biol..

[21] Aguiar A.S., Castro A.A., Moreira E.L., Glaser V., Santos A.R.S., Tasca C.I., Latini A., Prediger R.D.S. (2011). Short bouts of mild-intensity physical exercise improve spatial learning and memory in aging rats: Involvement of hippocampal plasticity via AKT, CREB and BDNF signaling. Mech. Ageing Dev..

[22] Fremeau R.T., Troyer M.D., Pahner I., Nygaard G.O., Tran C.H., Reimer R.J., Bellocchio E.E., Fortin D., Storm-Mathisen J., Edwards R.H. (2001). The expression of vesicular glutamate transporters defines two classes of excitatory synapse. Neuron.

[23] Goetze B., Tuebing F., Xie Y., Dorostkar M.M., Thomas S., Pehl U., Boehm S., Macchi P., Kiebler M.A. (2006). The brain-specific double-stranded RNA-binding protein Staufen2 is required for dendritic spine morphogenesis. J. Cell Biol..

[24] Sharangdhar T., Sugimoto Y., Heraud-Farlow J., Fernández-Moya S.M., Ehses J., Ruiz de los Mozos I., Ule J., Kiebler M.A. (2017). A retained intron in the 3′-UTR of *Calm3* mRNA mediates its Staufen2- and activity-dependent localization to neuronal dendrites. EMBO Rep..

[25] Uemura T., Lee S.J., Yasumura M., Takeuchi T., Yoshida T., Ra M., Taguchi R., Sakimura K., Mishina M. (2010). Trans-synaptic interaction of GluRδ2 and neurexin through Cbln1 mediates synapse formation in the cerebellum. Cell.

[26] Zanjani H.S., Vogel M.W., Mariani J. (2016). Deletion of the GluRδ2 Receptor in the Hotfoot Mouse Mutant Causes Granule Cell Loss, Delayed Purkinje Cell Death, and Reductions in Purkinje Cell Dendritic Tree Area. Cerebellum.

[27] Kashiwabuchi N., Ikeda K., Araki K., Hirano T., Shibuki K., Takayama C., Inoue Y., Kutsuwada T., Yagi T., Kang Y. (1995). Impairment of motor coordination, Purkinje cell synapse formation, and cerebellar long-term depression in GluR delta 2 mutant mice. Cell.

[28] Kakegawa W., Miyoshi Y., Hamase K., Matsuda S., Matsuda K., Kohda K., Emi K., Motohashi J., Konno R., Zaitsu K. (2011). D-Serine regulates cerebellar LTD and motor coordination through the δ2 glutamate receptor. Nat. Neurosci..

[29] Hirai H., Launey T., Mikawa S., Torashima T., Yanagihara D., Kasaura T., Miyamoto A., Yuzaki M. (2003). New role of delta2-glutamate receptors in AMPA receptor trafficking and cerebellar function. Nat. Neurosci..

[30] Uemura T., Mori H., Mishina M. Direct interaction of GluRdelta2 with Shank scaffold proteins in cerebellar Purkinje cells. Mol. Cell. Neurosci..

[31] Lebeau G., Miller L.C., Tartas M., McAdam R., Laplante I., Badeaux F., DesGroseillers L., Sossin W.S., Lacaille J.C. (2011). Staufen 2 regulates mGluR long-term depression and Map1b mRNA distribution in hippocampal neurons. Learn. Mem..

[32] Hirai H., Pang Z., Bao D., Miyazaki T., Li L., Miura E., Parris J., Rong Y., Watanabe M., Yuzaki M. (2005). Cbln1 is essential for synaptic integrity and plasticity in the cerebellum. Nat. Neurosci..

[33] Matsuda K., Yuzaki M. (2012). Cbln1 and the delta2 glutamate receptor—An orphan ligand and an orphan receptor find their partners. Cerebellum.

[34] Otsuka S., Konno K., Abe M., Motohashi J., Kohda K., Sakimura K., Watanabe M., Yuzaki M. (2016). Roles of Cbln1 in Non-Motor Functions of Mice. J. Neurosci..

[35] Takeuchi E., Ito-Ishida A., Yuzaki M., Yanagihara D. (2018). Improvement of cerebellar ataxic gait by injecting Cbln1 into the cerebellum of cbln1-null mice. Sci. Rep..

[36] Hamm R.J., Pike B.R., O’Dell D.M., Lyeth B.G., Jenkins L.W. (1994). The rotarod test: An evaluation of its effectiveness in assessing motor deficits following traumatic brain injury. J. Neurotrauma.

[37] Calzolari F., Michel J., Baumgart E.V., Theis F., Götz M., Ninkovic J. (2015). Fast clonal expansion and limited neural stem cell self-renewal in the adult subependymal zone. Nat. Neurosci..

[38] Follwaczny P., Schieweck R., Riedemann T., Demleitner A., Straub T., Klemm A.H., Bilban M., Sutor B., Popper B., Kiebler M.A. (2017). Pumilio2-deficient mice show a predisposition for epilepsy. Dis. Model. Mech..

[39] Heraud-Farlow J.E., Sharangdhar T., Li X., Pfeifer P., Tauber S., Orozco D., Hörmann A., Thomas S., Bakosova A., Farlow A.R. (2013). Staufen2 regulates neuronal target RNAs. Cell Rep..

How the deposited data were processed for this re-analysis (not part of the article)

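Expression was measured in brain lysates of 12 male mice on Affymetrix mouse gene arrays, with 3 mice in each of 4 groups (naive WT, naive Stau2 GT, trained WT, trained Stau2 GT). The authors extracted the signal intensities and normalized them with RMA in the R package oligo, and deposited 1 log2 value per transcript cluster and array. The version of oligo, and whether naive and trained arrays were normalized together, are not given in the sources used here. All 12 columns of values were used. The deposited table held 41345 clusters. A single gene symbol of the platform annotation belonged to 23521 of them, several symbols belonged to 1814, and 16010 are unnamed here. A symbol was printed only from a cluster with exactly 1 symbol, and where a gene had several clusters the one with the highest mean stood for it, which applied to 711 tested genes. After the filter (a log2 value above 5 in at least 3 arrays) 27966 clusters were tested, which stand for 16425 genes. Of these clusters, 857 shared all their values with another cluster, which left 27475 distinct profiles. Some items are not reported here.

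Array medians and correlations between arrays were checked before the comparisons. The number of arrays limits the precision. limma 3.58.1 in R 4.3.3, with statmod 1.5.0, fitted 4 group means to all 12 arrays, with 8 residual and 2.78 prior degrees of freedom. The comparisons were Stau2 GT against WT in trained and in naive mice, the difference between these (interaction), and trained against naive mice of each genotype. P-values were adjusted by the Benjamini-Hochberg method over all clusters tested, and a cluster was called changed at an adjusted p under 0.05. Genes that the paper names were judged on the unadjusted p from limma. Single genes were also compared by exact permutation tests, whose smallest p is 0.1 for 3 mice against 3. The paper's methods name limma for the arrays, and its legend of Figure 1 gives Student's t-test for the panel with the array values, so the t-test was run as an alternative. The fit was tested on simulated data with 50 changed clusters per size among the 27966 for the trained comparison. It recovered 0% of changes of 0.2 on the log2 scale, 54% of 0.5, 88% of 1 and 96% of 2, with 7 false calls. The simulation gave all 4 groups the same spread for a cluster, whereas the real trained Stau2 GT arrays correlated least within their group (0.978 to 0.980). These shares may therefore be too favorable for the trained comparison.

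Gene lists, 27 in all, covered the cell types of the cerebellum and its synapses, other brain regions and cell types that a brain lysate can hold, and responses to activity, stress and time of day, among others. They were tested with camera at a preset correlation of 0.01, adjusted over the 27 lists of a comparison, and again with an estimated correlation and with fry. The lists, the comparisons, the alternatives and the rule for naming genes were fixed before the data were examined. The rule names every gene that the paper names, the 10 highest and 10 lowest genes of each genotype comparison among those that pass (filled up by unadjusted p and then given as not passing), 5 in each direction for the interaction, the 10 highest and 10 lowest among genes changed the same way by training in both genotypes, and members of a list that pass when adjusted over the list alone. Predicted genes, microRNAs and small nucleolar RNAs were counted but not ranked. The order of genes around *Stau2* was taken from the RefSeq annotation of GRCm38.p6, which was used for this purpose only, with 48 genes on 1 side and 50 on the other. Intervals of medians come from 2000 bootstrap resamples and cover 95%.

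The alternatives were no filter, a filter at a log2 value of 6, quantile normalization of the deposited values, centering of each array on its median, an intensity trend with robust moderation, array weights, the replicate number as a block, only the 6 arrays of a training state, the methods' t-test, the mean over all clusters of a gene, and leaving out each array in turn. Counting clusters with identical values once, counting only clusters with 1 symbol and fitting only the 6 naive arrays were added after the values were seen.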

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

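The test of the array batch for naive WT mice and the counts of distinct profiles were chosen only after the result was seen. The genes and counts below changed in parts of the arrays that the paper does not report on, or differed between the training states.

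In trained mice, *Mid1* (-1.24), *Ide* (-0.79), *Ppp3r2* (-0.62) and *Zfp131* (-0.50) were lower, and *Pcdhb13* (0.35), *Prph2* (0.49) and *Samd11* (0.68) higher in Stau2 GT brains, as log2 fold changes at an adjusted p under 0.05 from limma. *Ppp3r2* was near the filter's log2 minimum of 5, with means of 4.92 in trained Stau2 GT and 5.53 in trained WT brains. With only the 6 trained arrays in the fit, *Mid1* had an adjusted p of 0.0594 and *Ppp3r2* of 0.0800, while *Ide* passed and the other 4 did not (0.236 to 0.448). The real grouping of the trained arrays called 50 clusters and the highest of the other 9 splits 3, so that 1 of 10 splits gave as many, which is too few splits for a share under 0.05. The naive comparison called 24 clusters against 0 in the highest other split, again with 1 of 10. *Ide* differed between the training states by -0.83 in its genotype effect, with trained WT brains apart from the other 3 groups, as 1 of 6 clusters past the interaction test. Of 100 drawn assignments of the genotypes, 2 called as many as 6, the real one included. The other one called 33 and is the draw that exchanges the genotypes in 1 training state, so that it adds up the genotype differences of both states, and the next highest called 5. The *Ide* interaction call was lost without naive WT mouse 1 or 2, naive Stau2 GT mouse 2 or 3, or trained WT mouse 1 or 2 (adjusted p from 0.0510 to 0.0852). Training called 391 clusters in WT (highest other split 0, 1 of 10) and 1708 in Stau2 GT brains (highest other split 0, 1 of 10), and array batch cannot be told apart from training for these. The WT count fell to between 105 and 254 without any WT mouse or naive Stau2 GT mouse 1, lowest without trained WT mouse 3, and the Stau2 GT count to between 431 and 527 without any naive Stau2 GT mouse or trained Stau2 GT mouse 2, lowest without naive Stau2 GT mouse 1. *Gh*, the growth hormone gene of the pituitary, had a log2 fold change of -4.88 in trained against naive WT brains, and this call was lost without naive WT mouse 1 or 3, naive Stau2 GT mouse 3 or any trained WT mouse (adjusted p from 0.0547 to 0.105). Among naive WT mice alone *Gh* ran from 8.76 to 12.91.

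Naive WT brains stood apart from the 3 other groups in 9 distinct profiles, which changed the same way in naive Stau2 GT and in trained WT brains. Among them is *Gabra2*, the naive log2 fold change of which was -0.90, with means of 10.42 in naive WT, 9.52 in naive Stau2 GT, 9.23 in trained WT and 9.16 in trained Stau2 GT brains. The naive genotype difference lies within 1 batch, so array batch alone does not give it. A batch would move both genotypes between the training states. The difference of trained from naive arrays in Stau2 GT was a median of 0.176 times that in WT brains (95% interval -0.133 to 0.308, at most 0.313, clusters with the same symbols counted once), where above 0.5 was set for a batch. Trained Stau2 GT arrays had no part in choosing the profiles, but the other groups did and also enter the ratio. This choice can pull the ratio toward 0, by an amount that was not measured, and the interval rests on 6 units. The ratio is therefore only weak evidence against array batch. A candidate explanation is another C57BL/6 substrain for the naive WT mice, since C57BL/6J mice carry a deletion in *Nnt* and a mutation that lowers *Gabra2*, and *Nnt* was lower in trained than in naive WT brains (log2 fold change -0.42, 95% interval -0.635 to -0.205, with the lowest naive WT array at 7.72 and the highest trained WT array at 7.52), although *Nnt* did not pass over all clusters (adjusted p = 0.0657). Within the naive batch, *Nnt* stood at 7.87 in WT and 7.43 in Stau2 GT brains (-0.44, adjusted p = 0.470), with the highest Stau2 GT array at 7.49. A different mix of brain regions or cell types also stays open, since 13 of 15 such lists stayed within 0.63 in naive mice and the pituitary list, with the largest median (0.57, 95% interval 0.0433 to 1.17), moved the other way in trained against naive WT brains (-0.63), but the 3 blood cell genes moved the same way in both (-0.52, 95% interval -1.92 to -0.147, and -0.15), and effects of genotype and of training that meet in naive WT mice stay open as untested.

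Of the clusters called in the genotype comparisons, 7 distinct profiles changed the same way in trained and naive mice, where 0.0233 are expected from 40 and 16 calls among 27475 profiles (Fisher's exact test, p = 9.02e-17). Of these, 6 were unnamed and higher, with cluster 17549040 the highest (2.90 in trained and 2.31 in naive mice), and 1 with several symbols was lower. Fisher's exact test takes profiles as independent, but these 6 have cluster numbers from 17549040 to 17549150 and moved alike across the arrays. They may therefore not be 6 separate results, and the p can be far too small. DNA of the strain of the gene trap's embryonic stem cells that was kept around the gene trap may account for part of the shared differences, since 4 of 98 genes next to *Stau2* (4.08%) passed an unadjusted p under 0.05 in the same direction in both comparisons, against 30 of 16326 other genes (0.184%, odds ratio 23.1 with a 95% interval of 5.80 to 67.3, one-sided Fisher's exact test p = 4.82e-05). These 4 genes, of which *Gm20172* is named because its value was seen, are *Lactb2* (0.40 and 0.43), *Gm20172* (-0.53 and -0.52), *Adhfe1* (-0.41 and -0.22) and *Mcmdc2* (-0.23 and -0.60) in trained and naive mice. The test covers named genes only, so that the 6 unnamed profiles stay open, as does an effect of lower Stau2 itself, which was not tested.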

How the results depend on the processing

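Counts of clusters with 1 symbol, counts with identical clusters taken once and the fit of only the 6 naive arrays were chosen only after the values were seen. *Stau2* in trained mice kept its direction and its call under every alternative run, and no alternative brought *Cbln1* past the threshold in any comparison. Counts of changed clusters moved most. For trained Stau2 GT against trained WT, the count of 50 became 29 with no filter, 26 with array weights, 16 with only the 6 trained arrays, 1 with the methods' t-test (1678 at an unadjusted p under 0.05) and 16 over clusters with 1 symbol. For naive Stau2 GT against naive WT, 24 became 0 with the methods' t-test (1879 unadjusted, and 1397 from limma) and 1 over clusters with 1 symbol. The 6 of the interaction became 1 over clusters with 1 symbol, and the methods' t-test was not run for the interaction. For trained against naive WT, 391 became 661 with an intensity trend and robust moderation, 730 with array weights, 9 with the methods' t-test and 135 over clusters with 1 symbol. For trained against naive Stau2 GT, 1708 became 961, 0 (5163 unadjusted, and 7330 from limma) and 847 with the last 3 of these settings. Centering each array split the trained against naive Stau2 GT calls into 720 higher and 1044 lower, against 874 and 834, and repeated quantile normalization split the interaction calls into 2 higher and 6 lower, against 0 and 6. The causes were not tested, other than that clusters with 1 symbol are fewer.

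With the replicate number as a block, the counts were 26 in the trained comparison, 63 for trained against naive WT and 579 for trained against naive Stau2 GT, and granule cell markers in trained mice had an adjusted p of 0.0355, while 55 of 67 calls of other named genes were lost. Replicate numbers do not pair the samples, since the correlations of mice with the same number ran from -0.101 to 0.0686 and the own number correlated best in 7 of 18 comparisons.

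Granule cell markers in trained mice (adjusted p = 0.0924) passed with the stricter filter (0.00972), with an intensity trend alone (0.0274), after repeated quantile normalization (0.0298) and with only the 6 trained arrays (0.0106). Purkinje cell markers in trained mice did not pass with an estimated correlation (adjusted p = 0.930) or with fry (0.891), and with an estimated correlation none of the 19 calls of lists was kept. Interneurons and Bergmann glia in trained mice changed direction with the stricter filter (0.937). *Cbln3* in trained mice, at 0.23, passed with only the 6 trained arrays (unadjusted p = 0.0409) and with the methods' t-test (0.0422). *Nrxn2* in naive mice was 0.0467 as the mean of all its clusters. The causes were not tested.

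Leaving out 1 array at a time moved the trained count from 22 (trained WT mouse 1) to 47, the interaction count from 4 to 10 (trained Stau2 GT mouse 2), the count for trained against naive WT from 105 (trained WT mouse 3) to 468, and for trained against naive Stau2 GT from 431 (naive Stau2 GT mouse 1) to 2150. In naive mice the log2 fold change of *Cbln1* ran from -0.0467 to 0.22, of *Cbln3* from -0.0733 to 0.23, of *Stau2* from -0.20 to -0.145, of *Slc17a7* from -0.07 to 0.03, of *Rbfox3* from -0.0317 to 0.0183, of *Nrxn3* from -0.0267 to 0.0033 and of *Map1b* from -0.02 to 0.04. In trained mice *Slc17a7* ran from -0.105 to 0.025 and *Rbfox3* from -0.0017 to 0.095. The interaction of *Cbln1* ran from -0.025 to 0.24, and in trained against naive Stau2 GT brains *Cbln1* ran from -0.055 to 0.13 and *Cbln3* from -0.0067 to 0.29. Signs in naive mice turned without naive WT mouse 1 (*Cbln1*, *Cbln3*, *Rbfox3*, *Nrxn3*), naive WT mouse 2 (*Cbln1*, *Slc17a7*, *Rbfox3*, *Map1b*), naive Stau2 GT mouse 1 (*Rbfox3*, *Map1b*) and naive Stau2 GT mouse 2 (*Cbln1*, *Cbln3*, *Nrxn3*), and in trained mice without trained WT mouse 3 (*Slc17a7*, *Rbfox3*) and trained Stau2 GT mouse 2 or 3 (*Slc17a7*). Adjusted p-values of lists ran, in trained mice, from 0.00986 to 0.218 for Purkinje cell markers, 0.0305 to 0.600 for granule cells, 0.854 to 0.999 for interneurons and Bergmann glia and 0.179 to 0.994 for genes next to *Stau2*, in naive mice from 0.000818 to 0.969, 0.000326 to 0.874 and 0.327 to 0.829 for these 3 cerebellar lists, and in the interaction from 0.0887 to 0.901, 0.0697 to 0.898 and 0.472 to 0.999. Where 1 group was left with 2 arrays, the fit takes its spread from all groups.

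Of 67 calls of other named genes, 27 were lost with no filter and 17 with array weights, 65 of 66 with the methods' t-test, and 6 of 8 with only the 6 arrays of a training state. Among 128 other results, 157 values changed direction, of which 1 involved a call.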

Differences from the paper's values

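For *Cbln1* in trained mice, Fig. 1B of the paper gives a p of about 0.04, read by eye, and its legend gives Student's t-test for this panel. The like-for-like value is that of the methods' t-test, p = 0.0539, which is within 1.5 times of the paper's but not under 0.05. The paper's methods also name limma, without saying which arrays went into a fit, and limma on all arrays gave an unadjusted p of 0.195. None of the other alternatives set before the data were examined came within 1.5 times. With only the 6 trained arrays limma gave 0.0637, and no alternative brought *Cbln1* past the threshold, while the exact permutation test gave p = 0.1, the smallest it can reach. The size of the increase is close, at 14.3% against 15% in the paper, and for naive mice the fold change of 1.03 and the absence of a call go with the figure. The paper also reports a significant *Cbln1* increase in trained Stau2 GT mice by qRT-PCR, which the arrays do not test. In simulated data the fit recovered 0% of changes of 0.2 on the log2 scale at an adjusted p under 0.05. A missing call therefore does not show that *Cbln1* was unchanged.

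The paper cites a study for a brain-wide decrease of Stau2 by 40% in Stau2 GT mice, without naming the molecule. The *Stau2* value on the arrays was lower by 14.7% in trained and by 11.7% in naive Stau2 GT brains, and none of the alternatives reached the paper's value.

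The paper states that behavior testing increased *Cbln3* mRNA in Stau2 GT mice. In the limma fit over all arrays *Cbln3* did not pass (0.23 on the log2 scale, unadjusted p = 0.181), whereas it passed with only the trained arrays in the limma fit (unadjusted p = 0.0409) and with the methods' t-test (unadjusted p = 0.0422), and the exact permutation test gave p = 0.1, the smallest it can reach. Against naive Stau2 GT brains, neither *Cbln1* (0.05) nor *Cbln3* (0.17) passed. Training and array batch cannot be told apart in that comparison, so it does not decide the paper's statement.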

Other observations

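The counts of distinct profiles were chosen only after the result was seen. In WT mice, genes induced by neuronal activity were higher after 4 weeks of behavioral tests than in naive mice. Of 30 such genes 25 lay above 0, with a median log2 fold change of 0.295 (camera, adjusted p = 5.33e-13, and adjusted p = 0.250 with an estimated correlation, while fry gave 0.0279). Over all clusters 6 rose and none fell, and adjusted over the list alone 18 rose and 2 fell. The transcription factor genes *Fos* (1.16, adjusted p = 0.0137), *Nr4a1* (1.04, adjusted p = 0.0391) and *Egr2* (0.86, adjusted p = 0.0309) and the phosphatase gene *Dusp1* (0.77, adjusted p = 0.0171) were among those that rose, as was the antiproliferative gene *Btg2* (0.63, adjusted p = 0.0128). Without trained WT mouse 3, *Fos* (0.0538) and *Btg2* (0.0526) missed the threshold. *Dusp1* missed it without naive WT mouse 2 or 3 or trained WT mouse 1 or 3 (0.0506 to 0.0630), *Egr2* without any naive WT mouse, naive Stau2 GT mouse 1, or trained WT mouse 1 or 3 (0.0512 to 0.113), and *Nr4a1* without naive WT mouse 2 or 3, naive Stau2 GT mouse 1, any trained WT mouse, or trained Stau2 GT mouse 1 or 3 (0.0510 to 0.122). In Stau2 GT mice the same list had a median of 0.09 and did not pass (adjusted p = 0.117). In the test of the difference between genotypes 27 of the 30 genes lay below 0 (camera, adjusted p = 4.50e-06, and adjusted p = 0.434 with an estimated correlation). Circadian genes did not pass as a list in either genotype (adjusted p = 0.339 and 0.615), whereas *Nr1d1* rose by 0.42 in WT and by 0.53 in Stau2 GT brains. Its WT call was lost without any naive or trained WT mouse or naive Stau2 GT mouse 3 (0.0501 to 0.106). All naive arrays share 1 array batch and all trained arrays another. None of these training values within a genotype can therefore be told apart from the array batch. The difference between genotypes carries no batch shift that both genotypes share, but it also rests on the naive WT mice. *Fos* stood at 5.93 in naive WT and 6.56 in naive Stau2 GT, and at 7.09 and 7.10 in trained WT and trained Stau2 GT brains. *Nr4a1* stood at 8.46, 8.59, 9.50 and 9.12 in the same order. A weaker response to training in Stau2 GT mice is therefore not shown for the list.

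In both genotypes, pituitary genes were lower in trained than in naive brains (8 genes, all below 0, adjusted p = 0.0144 in WT and 0.0256 in Stau2 GT, and adjusted p = 0.754 and 0.960 with an estimated correlation). Within the naive batch *Gh* varied widely, from 8.76 to 12.91 in WT and from 10.44 to 12.93 in Stau2 GT mice. How much pituitary tissue each sample held was not tested. *Gh* fell by 4.86 in Stau2 GT brains, a call lost without naive Stau2 GT mouse 1 or 3 or trained Stau2 GT mouse 2 (adjusted p from 0.0575 to 0.0706), and *Prl* at -3.99 and *Pomc* at -1.65 passed there when adjusted over the list alone, though not without naive Stau2 GT mouse 1 (0.0803 and 0.0644) or trained Stau2 GT mouse 1 (0.0647 and 0.0617). The WT call of the list was lost without naive WT mouse 3 (0.316), and the Stau2 GT call without naive Stau2 GT mouse 1 (0.125) or trained Stau2 GT mouse 1 (0.0837) or 3 (0.0697). In Stau2 GT mice, genes of blood vessels and meninges were lower after training (24 genes, 22 below 0, adjusted p = 0.00244, and adjusted p = 0.537 with an estimated correlation, while fry gave 0.0118). *Dcn* fell by 0.37 and *Ogn* by 0.75 over all clusters, and *Igfbp2* passed as well when adjusted over the list alone, though not on leaving out any single array other than naive WT mouse 2, naive Stau2 GT mouse 3 or trained Stau2 GT mouse 1 (0.0519 to 0.160). Without naive Stau2 GT mouse 2 or 3 or trained Stau2 GT mouse 2, *Dcn* (0.0611 to 0.0688) and *Ogn* (0.0560 to 0.0678) missed the threshold. Microglia, oligodendrocyte and RNA-binding protein genes were lower there at an adjusted p of 0.0362 each, and at 0.960 with an estimated correlation. Leaving out naive Stau2 GT mouse 1 (0.109, 0.109 and 0.112) or trained Stau2 GT mouse 2 (0.0982 each) ended all 3 of these calls, naive Stau2 GT mouse 2 (0.0550 and 0.0724) and trained Stau2 GT mouse 3 (0.191 and 0.147) those of microglia and oligodendrocytes, and trained Stau2 GT mouse 1 (0.0837) that of RNA-binding proteins. Between trained and naive brains 214 distinct profiles changed in both genotypes, 117 higher and 97 lower and each in 1 direction, where 22.5 are expected from independent calls. Array batch differs in the same way in both genotypes and could give such shared calls by itself. None of the training values in this paragraph can be told apart from it. *Ccn1* was higher in trained brains by 1.02 in WT and 0.70 in Stau2 GT mice and *Lncpint* by 0.66 and 0.79, while *Gabra2* was lower by 1.19 and 0.36 and *Bet1* by 0.74 and 0.67. For *Gabra2* naive WT brains stood apart from all other groups, so its WT value may be particular to the naive WT mice. *Bet1* passed whichever single array was left out. The *Ccn1* call was lost in WT without trained WT mouse 3 (0.0502) and in Stau2 GT without naive Stau2 GT mouse 1 or 3 or trained Stau2 GT mouse 2 (0.0723 to 0.0812). The *Lncpint* call was lost in WT without naive WT mouse 2 or 3, any naive Stau2 GT or any trained WT mouse (0.0518 to 0.124), and the *Gabra2* call in Stau2 GT without any naive mouse, trained WT mouse 1 or 3 or trained Stau2 GT mouse 2 (0.0517 to 0.126).

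In naive mice, 3 blood cell genes were lower in Stau2 GT brains (adjusted p = 0.000745, and adjusted p = 0.137 with an estimated correlation). Of these, *Lcn2* at -1.92 and *S100a9* at -0.52 passed when adjusted over the list alone, and none over all clusters. For *Lcn2* the naive WT mice stood at 8.93, 5.51 and 8.46 and the naive Stau2 GT mice at 5.71, 6.07 and 5.35, so that the groups overlap, and the value was -1.28 without naive WT mouse 1 and -2.99 without naive WT mouse 2. Over the list alone, *Lcn2* did not pass without naive WT mouse 1 or 3 or naive Stau2 GT mouse 1 or 3 (0.0572 to 0.122), nor *S100a9* without naive WT mouse 1 or naive Stau2 GT mouse 1 or 3 (0.0556 to 0.122). Genes of blood vessels and meninges and of the choroid plexus were higher (adjusted p = 0.00448 each, and adjusted p = 0.326 and 0.634 with an estimated correlation). The choroid plexus call was lost without naive WT mouse 2 (0.318) or naive Stau2 GT mouse 2 (0.160). Activity-induced genes were higher at an adjusted p of 0.0115 (0.790 with an estimated correlation), which was lost without naive WT mouse 2 (0.0652), naive WT mouse 3 (0.334) or naive Stau2 GT mouse 3 (0.559). *Opalin* had log2 fold changes of 0.41 in trained and 0.42 in naive mice and passed in both when adjusted over the list alone, but in trained mice not on leaving out any single array other than naive WT mouse 1 or 2 or trained Stau2 GT mouse 3 (0.0582 to 0.230), and the oligodendrocyte list as a whole did not pass in trained mice (adjusted p = 0.164, with 17 of 23 genes below 0). Across the 27475 distinct profiles, the correlation of the trained with the naive genotype fold changes was -0.0056, and profiles are not independent replicates.

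In trained Stau2 GT against trained WT brains no list passed other than those of activity-induced genes, glucocorticoid-induced genes and Purkinje cell markers. Lists of other brain regions (cortex, striatum, thalamus, brainstem, olfactory bulb and choroid plexus) and microglia had adjusted p-values from 0.119 to 0.627. The adjusted p was 0.803 for long-term depression signaling and for ionotropic glutamate receptors, 0.844 for cerebellins and neurexins and 0.517 for mitochondrial respiration. Of the paper's RNA-binding proteins and their targets, *Map1b* stood at -0.03 and 0.01 and *Pum2* at -0.08 and -0.12 in trained and naive mice.

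A hypothesis for the higher *Cbln1* value in trained Stau2 GT brains is a larger share of cerebellar tissue in these samples. The other 28 granule cell markers, without *Cbln1* and *Cbln3*, had a median log2 fold change of 0.0667 with 19 above 0 (95% interval 0.005 to 0.105), and the mark for such a share was set at 0.0967, which is 0.5 times the *Cbln1* change. The interval lies above 0 and reaches past the mark while the median stays below it, so a larger cerebellar share may contribute and is neither shown nor excluded. An effect of lower Stau2 on *Cbln1* in trained mice stays open beside it and was not tested apart from it.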
